A study of Mus musculus with 4 samples. Its data were reported in "Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity" (2022).

How the data were processed

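Single-cell ATAC-seq, which counts insertions of the Tn5 transposase in open chromatin, was performed on long-term hematopoietic stem cells (LT-HSCs) of C57BL/6JRj mice. The labels name 4 samples in 4 groups, with 1 sample per group: CLCA3A1high and CLCA3A1low LT-HSCs of mice aged 22 to 28 months, LT-HSCs of young mice aged 3 to 4 months, and LT-HSCs of old mice aged 22 to 28 months. CLCA3A1 is a surface protein that was used to sort the cells by antibody. For each sample, 2500 cells from each of 4 mice were pooled, giving 10000 sorted cells.

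The authors processed the reads with the cellranger-atac pipeline and deposited 2 tables of counts per peak and cell barcode. No normalization is stated for these deposited counts, and whether depth was equalised between libraries is not stated either. All values were whole numbers and most were even, since a sequenced fragment usually brings 2 cut sites. Counts are therefore not independent, and all binomial and Poisson intervals given here cover counting error only and are narrower than the true error. The genome build was not stated for this assay. Peak positions of the first table were checked against GRCm38 gene starts: 18.0% of peaks and 53.7% of counts lay within 1000 bp of the start of a protein-coding transcript, against 6.09% of peaks and 9.91% of counts after a shift of 100000 bp. GRCm38 and GENCODE M21 were used throughout. Peak starts were read as counted from 0, and positions are printed as counted from 1.

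The cells of each table carry 1 of 2 barcode suffixes, referred to as barcode set 1 and barcode set 2. No label pairs a suffix with a sample. The labels of the CLCA3A1high and CLCA3A1low samples name the first table, and no label names the second. The comparisons planned between old and young and between CLCA3A1high and CLCA3A1low cells were therefore not made, each table was treated as 1 pooled sample, and the value of each barcode set is given beside the pooled value without assigning it to a group. Ratios between the sets describe these sets and carry no group direction. Cells are not replicates, so no p-value is given. Peaks of the second table carry no names, so motifs, promoters and loci were analysed in the first table, and the planned correlation of the 2 contrasts across peaks was not analysed here.

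No cell was removed for the library sums. For measures per cell, each cell was thinned without replacement to the 10th percentile of counts per cell of its table, 4899 counts in the first and 9324 in the second. Shallower cells were left out, 69 of set 1 and 76 of set 2 in the first table and 103 and 23 in the second. No doublet caller was run. Cells with over 3 times the median counts of their table, 57 in the first and 25 in the second, were kept, and the correlation between motifs was recomputed without them.

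The log2 ratio of CPM (counts scaled to the library total and multiplied by 1e6) between sets was computed for peaks with at least 20 counts, with a pseudocount of 1 CPM, and set beside binomial draws that redistributed the counts of each peak in proportion to set totals. Promoter peaks overlapped the 1000 bp on either side of a protein-coding start. Shares of counts are given with exact 95% Clopper-Pearson intervals. JASPAR motifs were not used here. Instead 7 consensus words were searched on both strands of each peak: GAGGAAGT for PU.1, CCGGAAGT for other ETS factors, RCATTCCW for TEAD, CCASYAGRKGGC for CTCF, TGASTCA for AP-1, TGTGGTTW for RUNX and AGATAAGR for GATA. Each word read backwards without complementing served as its control. The ratio of each word was ranked among 10000 random peak lists matched in 10 bins of mean count and 10 bins of GC content. As in chromVAR, a deviation per cell was computed as the observed over expected counts in motif peaks, minus the mean over 50 matched background lists.

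Spearman's correlation of the PU.1 and TEAD deviations was computed across the thinned cells of each set, leaving out peaks with both words. Since counts per cell are fixed, lists of different peaks compete for counts and correlate negatively without any biology. The reference was therefore 1000 random pairs of disjoint matched lists, not 0. In tests on simulated data with 1308 cells and 79625 peaks, opposed PU.1 and TEAD programmes gave rho of -0.978 and -0.975 in the 2 sets. No programme gave -0.120 and -0.182. The simulated programme had a standard deviation of 0.3 per cell on the log2 scale and was mirrored exactly between the motifs. Smaller or partial programmes were not simulated, so these values do not show what rho a weaker opposition would give. The first criterion of this simulated test, a null near 0, was not met and was replaced by the random pairs before the real correlation was computed. The simulated set ratio of 0.18 on the log2 scale was recovered as 0.18. The simulated set effect left 50.8% of neighbours in a cell's own set, so the measure of neighbours below was insensitive to an effect of that size.

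Neighbours were taken as the 30 nearest cells in 20 components of latent semantic indexing without the first component, with both sets cut to the same number of cells. Cells were clustered with the Leiden algorithm at a resolution of 0.5. Counts at 12 fixed genes and 2 reference genes were summed over peaks that overlap the gene body or 5000 bp upstream and given as CPM with exact 95% Poisson intervals. The words, the genes and the rule that no peak is named where cells cannot be assigned were fixed before the data were examined. Alternatives to the unit of a count, the minimum count, the pseudocount, the size factor, the promoter window, the word, the searched part of the peak, the background, thinning, components and neighbours were run. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.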

Results

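Transposase insertions per peak were counted in individual LT-HSCs, and 2 tables of such cells were analyzed. LT-HSCs are the stem cells that sustain all blood lineages over the long term. The study asked how accessibility differs between old and young LT-HSCs and between old LT-HSCs with high and low surface CLCA3A1. Each group was represented by 1 sample pooled from 4 mice, so no replicates were available here. The labels call the young and old samples replicate 2, and no other replicate of these groups was among the samples analyzed. The barcodes of each table fell into 2 sets that could not be matched to a sample, and values are therefore given for each set and for all cells of a table, without a comparison between groups.

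The first table, named in the labels of the CLCA3A1high and CLCA3A1low samples, held 93513 peaks and 1454 cells, 818 in barcode set 1 and 636 in set 2. It contained 22871046 counts in total, 13050952 in set 1 and 9820094 in set 2. The median cell had 12995.5 counts, with medians of 13358.5 in set 1 and 12755 in set 2, and counts in 5644 peaks. Counts per cell ranged from 224 to 136173. Counting each peak once per cell, which moved these medians the most, gave 5738.5 in set 1 and 5536 in set 2. The second table held 109685 peaks and 1261 cells, 1051 in set 1 and 210 in set 2, with 30475229 counts. Its total was 25356693 in set 1 and 5118536 in set 2. Its median cell had 22308 counts, with medians of 22146 in set 1 and 22561.5 in set 2. Counts per cell ranged from 81 to 244261 in this table.

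The study had compared numbers of accessible peaks between groups in bulk data. Here the number of peaks with a count was examined at equal depth. At 4899 counts per cell in the first table, the median was 3629 peaks in set 1 (quartiles 3265 and 3873, 749 cells) and 3607 peaks in set 2 (quartiles 3291 and 3856, 560 cells). Before thinning, the medians were 5738.5 and 5536. At 9324 counts per cell in the second table, the medians were 6601 in set 1 and 6653 in set 2, and before thinning they were 9707 and 10035.5. The quartile ranges of the sets overlapped in both tables. At 2 times the thinned depth, the alternative that moved the medians of the first table the most, they were 5887 and 5928.5.

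The spread of the log2 ratio of CPM (counts scaled to the library total) between the sets was then compared with counting error. Over 79625 peaks of the first table the 5th to 95th percentile spanned 2.16, whereas redistributed counts spanned 0.75, a width ratio of 2.89. Over 108784 peaks of the second table the corresponding widths were 1.81 and 0.91, a ratio of 1.99. When each peak was counted once per cell, which removes the paired cut sites of a fragment, the ratios fell to 1.99 and 1.30. The sets therefore differed by more than binomial counting error under both counts, with no replicate to show how much 2 libraries of 1 group would differ.

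The distribution of counts between promoters and other peaks was nearly identical in the sets of the first table. Promoter peaks held 53.7% of counts in all cells (95% Clopper-Pearson interval 53.7 to 53.7%), 53.7% in set 1 (53.6 to 53.7%) and 53.7% in set 2 (53.6 to 53.7%). A promoter window of 5000 bp raised the share in all cells to 60.9%. By number, 18.0% of peaks were promoter peaks, 45.4% lay in gene bodies and 36.6% were intergenic.

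The study described ETS motifs such as that of PU.1, the product of Spi1, as the most variable between groups, and an opposite behavior of TEAD motifs, which are bound by the partners of TAZ. Of the 79625 peaks tested in the first table, 10080 contained the PU.1 word GAGGAAGT. These peaks held 17.7% of counts in all cells, 17.2% (95% Clopper-Pearson interval 17.2 to 17.2%) in set 1 and 18.3% (18.3 to 18.4%) in set 2, a log2 ratio of set 1 over set 2 of -0.091. None of 10000 matched random lists had a ratio as far from their median, and their central 95% ran from -0.0085 to 0.010. The ratio depended on the word: with the shorter word GAGGAA it was -0.016, and with GAGGAAGT sought only in the central 300 bp of peaks it was -0.20. The TEAD word RCATTCCW was found in 9932 peaks with 21.4% of counts in set 1 (21.4 to 21.5%) and 21.2% in set 2 (21.2 to 21.2%). Its log2 ratio of 0.017 was opposite in sign to that of PU.1 and above the central 95% of random lists, which ended at 0.011. The CTCF word had a log2 ratio of 0.075, GATA of 0.030, AP-1 of 0.015 and RUNX of -0.037, all outside their random ranges. The word of other ETS factors, with a log2 ratio of -0.014, lay inside its range. Of the reversed words, 3 also fell outside their ranges, those of PU.1 with a log2 ratio of -0.013, AP-1 with -0.013 and RUNX with -0.023. Position outside a random range was thus not specific to motifs. The sizes for the full PU.1 word, CTCF, RUNX and GATA exceeded those of all 7 reversed words. The size for the shorter word GAGGAA, which the paper gives as the PU-box motif, was below that of the reversed RUNX word. The top motifs of the paper's bulk data contained variations of this box. The list of the shorter word includes every peak with the full word and further peaks, and no random range was computed for it. This ranking therefore cannot decide whether the ratio of the full word was particular to PU.1.

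**Figure D1:**
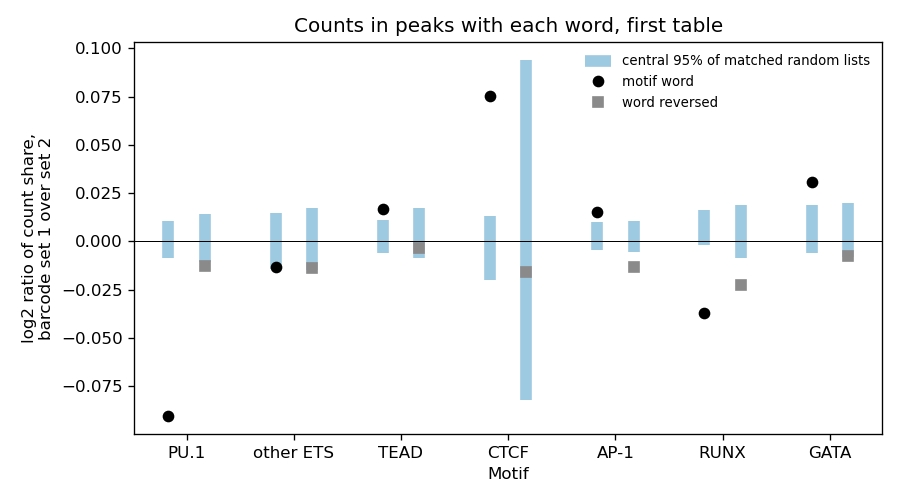
Log2 ratio (y axis) of the share of counts in peaks with each motif word (x axis, circles) or reversed word (squares), barcode set 1 over barcode set 2 of the first table, with bars for the central 95% of 10000 matched random lists. PU.1 lies at -0.091 and CTCF at 0.075, and no reversed word lies beyond -0.023.

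Motif deviations were next calculated per cell at equal depth. The median PU.1 deviation was -0.0045 over all 1309 cells, -0.026 in set 1 (quartiles -0.060 and 0.0071) and 0.029 in set 2 (quartiles -0.0096 and 0.070). The median TEAD deviation was -0.0013 over all cells, 0.0037 in set 1 (quartiles -0.018 and 0.029) and -0.011 in set 2 (quartiles -0.033 and 0.015). The quartile ranges of the sets overlapped for both motifs. For PU.1 the median of each set lay outside the quartile range of the other set, whereas for TEAD it lay inside. The medians of the reversed words were -0.0014 and 0.0012 for PU.1 and -0.0029 and -0.0035 for TEAD. The variation between cells relative to matched background was taken within each set, as the standard deviation of the z-score. In set 1 it was 1.53 for CTCF, 1.38 for AP-1 and 1.38 for PU.1. In set 2 it was 1.61 for PU.1, 1.49 for CTCF, 1.42 for RUNX, 1.29 for other ETS factors and 1.28 for AP-1. The order of the motifs thus differed between the sets. For TEAD it was 1.02 in set 1 and 1.16 in set 2, against 1.08 and 1.09 for its reversed word. Without thinning, the alternative that moved the set 1 medians the most, these were -0.028 for PU.1 and 0.0023 for TEAD.

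To ask whether PU.1 and TEAD activity are opposed within single cells, their deviations were correlated across the cells of each set. The paper described their opposite behavior along pseudotime, from young to old and from CLCA3A1low to CLCA3A1high cells. A correlation within 1 set leaves out any difference between the sets, so it does not test that description. In set 1 the Spearman correlation was -0.22 over 749 cells, which lay inside the central 95% of random pairs of peak lists (-0.24 to -0.096). In set 2 it was -0.29 over 560 cells, below the random range of -0.24 to -0.086. The reversed words gave -0.071 and -0.13. Outside promoters, the alternative that moved the set 2 value the most, the correlations were -0.26 and -0.39. Cells are not independent replicates, and the value in set 1 could not be distinguished from that of random lists at this depth. The other 5 words were correlated with PU.1 in the same way, a comparison chosen after the data were seen. CTCF gave -0.35 in set 1 and -0.39 in set 2, below all 1000 random pairs in each, and RUNX gave -0.062 and 0.12, above the random ranges that ended at -0.092 and -0.072. AP-1 and GATA lay inside their ranges in set 1 and below them in set 2, and other ETS factors lay inside in both.

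**Figure D2:**
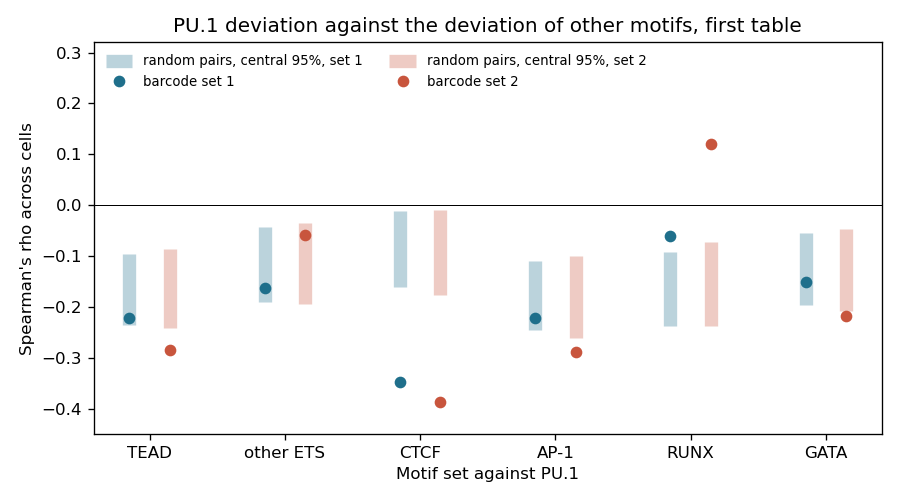
Spearman's rho across thinned cells (y axis) of the PU.1 deviation with that of each other motif (x axis) in barcode sets 1 and 2 of the first table, with bars for the central 95% of 1000 random pairs of matched lists. TEAD lies at -0.22 and -0.29, and CTCF lies lower at -0.35 and -0.39.

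The mixing of the sets among neighbouring cells was also determined. At equal depth, 64.5% of a cell's 30 nearest neighbours in the first table came from its own set, against 49.96% expected for mixed sets, with 560 cells per set. The second table gave 65.9% against 49.87% expected, with 187 cells per set. With 10 components the shares rose to 72.0% in both tables. With 1 library per group, a difference between groups and one between libraries could not be told apart.

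Finally, counts at loci fixed before the data were examined were compiled for the first table, with exact 95% Poisson intervals. The Wwtr1 locus, which encodes TAZ (ENSMUSG00000027803.14, GRCm38 chromosome 3, 57455649 to 57575910, minus strand), held 16 peaks in its gene body and 5000 bp upstream. It had 124.3 CPM in all cells, 140.0 (133.6 to 146.6) in set 1 and 103.6 (97.3 to 110.1) in set 2. Its promoter peak alone had 49.2 (45.5 to 53.1) in set 1 and 35.2 (31.6 to 39.1) in set 2. The Clca3a1 locus (ENSMUSG00000056025.12, chromosome 3, 144729677 to 144760977, minus strand) held 3 peaks with 23.9 (21.3 to 26.7) CPM in set 1 and 9.67 (7.83 to 11.8) in set 2. The Spi1 locus (ENSMUSG00000002111.8, chromosome 2, 91082390 to 91115756, plus strand) held 8 peaks with 103.7 (98.2 to 109.3) in set 1 and 98.9 (92.8 to 105.3) in set 2, a difference within counting error. The Flt3 locus (ENSMUSG00000042817.15, chromosome 5, 147330741 to 147400489, minus strand) held 12 peaks with 76.1 (71.4 to 81.0) in set 1 and 144.3 (136.9 to 152.0) in set 2. The log2 ratio of set 1 over set 2 was 1.31 at Clca3a1, 1.13 at Amotl2, 0.90 at Clu, 0.88 at Slamf1, 0.78 at Procr, 0.43 at Wwtr1, 0.15 at Yap1 and 0.068 at Spi1. It was -0.96 at Cd34, -0.92 at Flt3, -0.34 at Cd48 and -0.32 at Cdk6. The reference genes Gapdh and Actb had log2 ratios of -0.057 and -0.056, and Yap1, Spi1, Gapdh and Actb had intervals of the ratio that included 0. The promoter peaks alone did not always follow the locus. Their log2 ratio was 0.071 (-0.081 to 0.22) at Cdk6, 0.28 (-0.29 to 0.88) at Slamf1 and -0.015 (-0.16 to 0.13) at Spi1, whereas it was 1.90 at Clca3a1 and -1.49 at Cd48. Counting each peak once per cell moved the Clca3a1 locus to 1.09. A median-of-ratios size factor shifted all ratios down by 0.034. These ratios describe barcode sets and were not used to assign a set to a group.

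**Figure D3:**
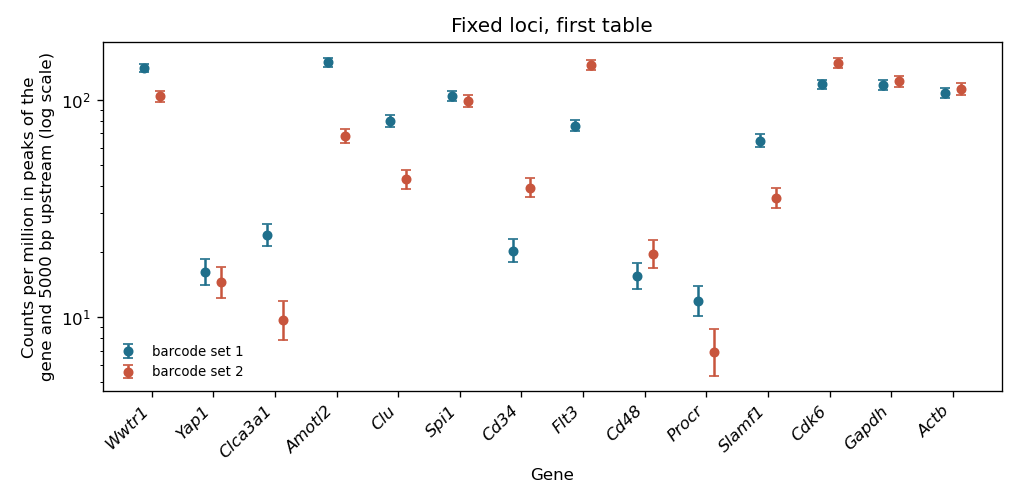
CPM (y axis, log scale) in peaks of each gene and 5000 bp upstream (x axis) in barcode sets 1 and 2 of the first table, with exact 95% Poisson intervals that cover counting error only. The reference genes Gapdh and Actb are close in the sets, whereas Clca3a1 has 23.9 and 9.67 and Flt3 has 76.1 and 144.3.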

Values the study reported

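By bulk FAST-ATAC-seq of young, old, CLCA3A1high and CLCA3A1low HSCs, the study reported 43,031 peaks common to all groups, and a further 22,023 that only CLCA3A1high and old HSCs had in common. Its motif analysis covered 386 motifs from the JASPAR2016 database.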

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

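The spread with each peak counted once, and the PU.1 and TEAD correlation without the deepest cells, with a background matched on mean count and with shorter words, were chosen after seeing the data. The other alternatives were fixed before. No alternative run changed the sign of a motif word ratio, of the PU.1 and TEAD correlation, or of a locus ratio whose counting interval excluded 0. Promoter peaks alone were not among these alternatives, and at Cdk6 they gave 0.071 (-0.081 to 0.22) against -0.32 for the locus. Counting intervals were not computed for the correlations. Other overlaps, minimum counts and peak classes for the correlation between the 2 contrasts were not run, since that correlation was not analysed here. No paired analysis was possible because no group has more than 1 sample.

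Counting each peak once per cell lowered the median counts per cell by construction, to 5644 in all cells of the first table (5738.5 in set 1 and 5536 in set 2) and 9792 in the second (9707 and 10035.5). It lowered the promoter share to 47.8% in all cells, 47.9% in set 1 and 47.7% in set 2. A promoter window of 5000 bp raised it by construction to 60.9%, 60.8% and 61.0%.

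The width of the peak log2 ratios in the first table was 2.09 with at least 50 counts per peak, 2.04 without a minimum and 1.19 with a pseudocount of 5 CPM. In the second table it was 1.74 with at least 50 counts, 0.93 with the larger pseudocount and 1.73 with each peak counted once. The ratio of this width to that of counting error was 3.10, 2.69 and 2.97 under the first 3 settings in the first table and 1.99 with each peak counted once. In the second table it was 2.04 with at least 50 counts and 1.30 with each peak counted once. The ratio stayed above 1 under all alternatives run.

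The log2 ratios of the words changed in size. The shorter PU.1 word gave -0.016, against -0.091 for the full word, and the cause was not tested. In the central 300 bp of peaks the ratio was -0.20 for PU.1, -0.0075 for other ETS factors, 0.061 for TEAD, 0.15 for CTCF, 0.079 for AP-1, -0.084 for RUNX and 0.16 for GATA. Outside promoters it was -0.14 for PU.1, 0.043 for TEAD, 0.11 for CTCF, 0.043 for AP-1, -0.052 for RUNX and 0.086 for GATA. With each peak counted once it was -0.098 for PU.1, 0.025 for TEAD, 0.084 for CTCF, 0.021 for AP-1, -0.040 for RUNX and 0.040 for GATA. In thinned cells it was -0.079 for PU.1, -0.0072 for other ETS factors, 0.022 for TEAD, 0.069 for CTCF, 0.024 for AP-1 and -0.032 for RUNX. With at least 50 counts per peak it was -0.087 for PU.1, 0.013 for TEAD, 0.068 for CTCF, 0.012 for AP-1 and 0.026 for GATA. The causes of these shifts were not tested.

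The PU.1 and TEAD correlation ranged from -0.31 to -0.21 in set 1 and from -0.39 to -0.29 in set 2. It was -0.31 in set 1 and -0.37 in set 2 with the shorter words, -0.37 in set 2 without thinning and -0.39 in set 2 outside promoters. Random ranges were not computed under these alternatives, and the cause was not tested.

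The number of peaks per cell rose with depth by construction. At 2 times the thinned depth it was 5887 in set 1 and 5928.5 in set 2 of the first table and 10314 and 10279 in the second. Without thinning it was 5738.5 and 5536 in the first table and 9707 and 10035.5 in the second. The order of the sets was the same without thinning as at the thinned depth and was the opposite at 2 times that depth in both tables. That setting also leaves out more cells, and depth was not separated from the choice of cells. The share of neighbours from the own set was 72.0% in the first table and 72.0% in the second with 10 components, and the cause was not tested. The ratios at the fixed loci moved within their counting intervals, and the set medians of the PU.1 and TEAD deviations kept their signs without thinning and with a background matched on mean count.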

Other observations

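The tests of cells of another type on the word ratio, the neighbours and the loci, the reading of the PU.1 and TEAD correlation separately for each set, and the adjustment of its random pairs for depth and promoter share, were chosen after the results were seen. The sets are not mapped to groups, so age and CLCA3A1 level were not tested as explanations of any difference between them.

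In set 1 the PU.1 and TEAD correlation was as low in 64 of 1000 random pairs matched on GC content and mean count, so a value of this size also arises from random lists. With depth before thinning held constant it was -0.20, with the promoter share of a cell held constant -0.23, and in the largest cluster -0.21. As the unadjusted value was already inside the random range, these explanations cannot be told apart in set 1. In set 2 only 3 of 1000 random pairs were as low. The correlation there was -0.28 given depth, where random pairs adjusted in the same way had a central 95% of -0.24 to -0.087. Given promoter share it was -0.27, against -0.24 to -0.086 for adjusted random pairs. In the largest cluster, which held 524 of the 560 cells, it was -0.31, against -0.25 to -0.085 for random pairs in the same cells. The tables thus argue against depth, promoter share, GC content and a minor cell cluster as the whole source of the opposition in set 2. The opposition in set 2 was not particular to TEAD, since the correlation with CTCF there, -0.39, was also below its random range of -0.18 to -0.0089. Without cells of over 3 times the median depth, where doublets would collect, the TEAD correlation in set 2 was -0.29. Doublets of ordinary depth and cell mixtures inside the largest cluster stay open.

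The share of counts in PU.1 peaks differed between the sets by -0.091 on the log2 scale. The percentage of matched random lists as far out was 0, which argues against GC content and mean count. Outside promoters the log2 ratio was -0.14, in thinned cells -0.079, and in the thinned cells of the largest cluster -0.079, which argues against promoter share, depth and a minor cluster as the whole cause. A difference between library preparations stays open, as does one between the sorted groups. With the shorter word the ratio was -0.016, so its size depended on the word.

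The sets separated among neighbours at equal depth (64.5% own-set neighbours) and within the largest cluster (63.6%), so neither depth nor the 43 cells outside that cluster accounts for the separation. Library and group are confounded here.

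A hypothesis was that the loci of Spi1 and of the surface markers Cd34, Flt3 and Cd48 gain counts in cells with a high PU.1 deviation, and that Wwtr1, Clca3a1, Amotl2, Clu, Procr and Slamf1 lose them, relative to 500 genes matched on count. Peaks with the PU.1 word were left out of the loci, which left no peak at Procr. The direction set for Procr was opposite to the paper's text, which lists it with Cd34, Flt3 and Cd48 as lower in CLCA3A1high cells. Without a peak, Procr did not enter the count of directions. Of 18 directions, 13 were as predicted, where chance gives 9, and the number was also 13 of 18 in the largest cluster. This lies between the outcomes predicted with and without such a programme and leaves the question open. The clearest relation was at Flt3 in set 2, with rho of 0.22, above all matched genes, whereas in set 1 rho was 0.026, above 85.6% of them. In set 2, Cd34 lay above 99.4% and Cd48 above 96.6% of their matched genes, against 55.2% and 37.8% in set 1. A high position in set 2 was not limited to these markers. Cdk6, which had no predicted direction, lay above 99.8% in set 2, with rho of 0.14, and above 90% in set 1. The reference gene Gapdh lay above 86.4% in set 1 and 66.6% in set 2. Amotl2 was low in both sets, above 2.2% and 5.8%, as predicted. Spi1 lay above 70.6% in set 1 and 64.8% in set 2. The difference between the sets was not tested. Wwtr1 went against the prediction in both sets, with rho of 0.018 and 0.014. Also against it were Cd48 in set 1, Clca3a1 in set 1, above 90.6% of matched genes, and Slamf1 in set 2, above 59.6%.

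Of the peaks of the first table, 2748 had a count of 0 in all cells and 7813 had at most 5 counts, and these had a median width of 50 bp against 537 bp over all peaks. Of those of the second, 3 had a count of 0 and 59 had at most 5.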
